A study of Mus musculus with 4 samples. Its data were reported in "Runx1+ vascular smooth muscle cells are essential for hematopoietic stem and progenitor cell development in vivo" (2024).

How the data were processed

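RNA was measured in 4 cell populations sorted from the aorta-gonad-mesonephros (AGM) region of mouse embryos at embryonic day 11, with 1 library per population. The AGM is the part of the embryo where hematopoietic stem cells first form. The embryos carried a GFP reporter in the Runx1 locus, so that GFP stands for Runx1 transcription. The labels give a wild-type genotype with this reporter, whereas the supplement of the study describes a pool of embryos with the reporter on 1 or on both copies of the gene, so the number of reporter copies per library is uncertain. All gates excluded the pericyte markers NG2 and PDGFRβ and required the endothelial marker CD31. Endothelial cells (ECs) were ckit-CD45-Runx1(GFP)- and hemogenic endothelial cells (HECs) were ckit-CD45-Runx1(GFP)+. Intra-aortic hematopoietic cluster cells (IAHCs) were ckit+ and were divided into Runx1(GFP)+ and Runx1(GFP)- cells, with no gate on CD45.

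According to the study's methods, full-length cDNA was made from a small part of the sorted cell lysate by a template-switching procedure. Each library therefore holds the RNA of fewer cells than were sorted. Libraries were made with a transposase kit and sequenced as short single reads. The labels name a SMARTER mRNA kit. Neither protocol marks the strand, so reads of a gene and of an overlapping antisense gene cannot be told apart. Reads were aligned to GRCm38 with HISAT2 2.0.4, and genes were counted in union mode with a GENCODE annotation. The authors deposited TPM values (reads scaled by gene length and library total) on a linear scale, in 1 table of 51205 genes. Union counting drops reads that fall on more than 1 gene, and reads that match several copies of a sequence are placed uncertainly. Genes with close paralogs or pseudogenes, among them the globin genes, Dppa5a and Dppa5c, the Rhox genes, Gapdh and the mitochondrial genes with nuclear copies, are therefore uncertain. Gapdh was at only 1.58 to 12.4 TPM in the 4 libraries. Nuclear copies of mitochondrial genes on chromosome 1 (Gm10925, Gm28437, Gm28661 and Gm29216, chosen after their values were seen) took 4.74% to 10.8% of all TPM.

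No deposited value was 0. Multiplied by the exonic length of the gene, the values of a library were whole multiples of their commonest value, which was taken as the step. Whole multiples without a 0 are what 1 read added to every gene before scaling would give. Exonic lengths were taken from a later GENCODE release of the same genome build. With them 49371 genes (96.4%) came out whole in all 4 libraries within 0.01 reads. For the other 1834 genes the smallest length that gave whole numbers was used. In a check on 500 genes of known length, this search returned the annotated length for 90.6%, so the reads of these 1834 genes are less certain. The recovered reads, less the added read, were used for folds, counting intervals and floors. Recovered reads came to 13629196 (EC), 17095029 (HEC), 16076312 (Runx1+ IAHC) and 18000871 (Runx1- IAHC). Intervals are exact 95% intervals, Poisson for a level and Clopper-Pearson for a ratio of reads. A fold against a library without a read was computed against a floor of 3 reads and is given as a lower bound. PCR reads without molecular identifiers are not independent molecules, so intervals and floors cover counting error only.

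With 1 library per population there was no replicate check and no test across samples. Per gene, the difference of log2(TPM + 1) between 2 libraries was taken, for genes at 10 TPM or more in the higher library. This scale understates the difference of low genes. Folds are ratios of recovered reads per step. Genes at least 4-fold apart on the log2(TPM + 1) scale were counted as a rule of size. For 36 gene lists, the median difference was placed as a percentile among 10000 random lists of the same size, drawn from genes matched on mean level in 20 bins. A list stood apart when the percentile was under 2.5 or over 97.5. The percentile describes these libraries and tests no condition. Lists with fewer than 3 genes in a comparison were not placed. The lists, the comparisons and the rule for named genes were fixed before the data were examined. Named were members of the lists, the 6 genes highest and the 6 lowest per comparison, and the 5 genes most above the other 3 libraries per population, the last 2 kinds at 100 TPM or more and without predicted or cDNA-clone symbols. Some genes that this rule names are not reported here. Which lists are led with was chosen after their values were seen, and of 108 list results 68 stood apart. Gapdh was chosen after its values were seen, and the closing section holds 3 later lists and says when each was written.

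The calculations were tested on simulated libraries with known answers. For each comparison, reads were drawn at the mean level of the 2 libraries, with 200 genes changed. Of genes changed 8-fold, 100% were counted as 4-fold apart in each of the 4 comparisons, and of genes changed 2-fold, 0%. Unchanged genes passed in 0 cases in HEC against EC, which compared 6279 simulated genes, and in 1 case in Runx1- IAHC against EC, which compared 7123. Of 200 lists of 20 unchanged genes, 3% lay outside the middle 95% in HEC against EC, 5% in Runx1+ against Runx1- IAHC, 4% in Runx1+ IAHC against HEC and 1.5% in Runx1- IAHC against EC. The simulation holds counting error only. Noise from amplification or from sampling few cells is not in it, so it gives no rate of false calls for these libraries.

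Alternatives were pseudocounts of 0.1 and 5, minimum levels of 1 and 50 TPM or none, scaling by median ratios, scaling without mitochondrial, ribosomal protein and hemoglobin genes, only genes with a read in both libraries, list means, and 50 bins. Scaling by median ratios moved the median difference of all genes by -0.26 (HEC minus EC), 0.13 (Runx1+ minus Runx1- IAHC), -0.23 (Runx1+ IAHC minus HEC) and -0.63 (Runx1- IAHC minus EC) on the log2 scale. Scaling without the 3 gene classes moved it by -0.21, 0.02, 0.00 and -0.22 in the same order. A further 3 sheets of the deposited workbook repeat genes of the main table and hold columns of 9 other populations, which were not used here. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.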

Results

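Bulk RNA-seq profiles of 4 populations of the E11 AGM were compared, with 1 library for each of ECs, HECs, Runx1+ IAHCs and Runx1- IAHCs. HECs are endothelial cells that give rise to blood cells through the endothelial-to-hematopoietic transition (EHT), and IAHCs are the cell clusters on the aortic wall in which hematopoietic stem and progenitor cells (HSPCs) form. Read depth was similar, from 13629196 recovered reads in ECs to 18000871 in Runx1- IAHCs. Cell number was not, and by the study's counts, given below, ECs were the most and Runx1- IAHCs the fewest. Whether cell number accounts for differences in the genes found was not tested. At least 1 read was found for 23170 genes in ECs, 20038 in HECs, 21198 in Runx1+ IAHCs and 18878 in Runx1- IAHCs. All differences below are between single libraries and have no replicate check. Lower bounds on folds of genes without a read cover counting error only, not transcripts missed in a library made from few cells.

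The genes of the sort markers were examined first. Their differences between gates set on them follow from the sort, also where they are members of a list. Runx1 (ENSMUSG00000022952, GRCm38 chromosome 16, 92601466 to 92826149) was at 13 TPM in HECs (95% counting interval 12.3 to 13.6) and 10.1 TPM in Runx1+ IAHCs (9.50 to 10.6). It was at 0.311 TPM in ECs (0.203 to 0.43) and 0.128 TPM in Runx1- IAHCs (0.0631 to 0.203). The exonic length of Runx1 was found by search, so its reads are less certain. Kit (chromosome 5, 75574916 to 75656722), which encodes the stem cell factor receptor ckit, was at 34.5 TPM in Runx1+ and 62.1 TPM in Runx1- IAHCs, against 9.69 TPM in ECs and 1.08 TPM in HECs. Pecam1, which encodes CD31, was at 93.4 TPM in ECs, 86.7 TPM in Runx1- IAHCs, 41.3 TPM in HECs and 11.9 TPM in Runx1+ IAHCs. Ptprc, which encodes CD45, was at 11.4 TPM in Runx1+ IAHCs and had no read in Runx1- IAHCs, at least 647-fold lower. The 2 pericyte marker genes were low, with Cspg4 at 0.139 TPM or less and Pdgfrb at 3.30 TPM or less in each library.

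Across the 9761 genes at 10 TPM or more in at least 1 library, HECs and Runx1+ IAHCs were the most alike of the 6 pairs, with a Pearson r of 0.87 and a Spearman rho of 0.84 across genes, which are not independent replicates. Runx1- IAHCs correlated with Runx1+ IAHCs at r = 0.68 (rho 0.67), with ECs at r = 0.68 (rho 0.63) and with HECs at r = 0.62 (rho 0.61). ECs correlated with Runx1+ IAHCs at r = 0.78 (rho 0.74) and with HECs at r = 0.74 (rho 0.69). The Runx1- IAHC library came from the fewest cells, and whether this lowered its correlations was not tested. Over genes with a read in all 4 libraries, its r was 0.68 with HECs and 0.67 with ECs.

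**Figure D1:**
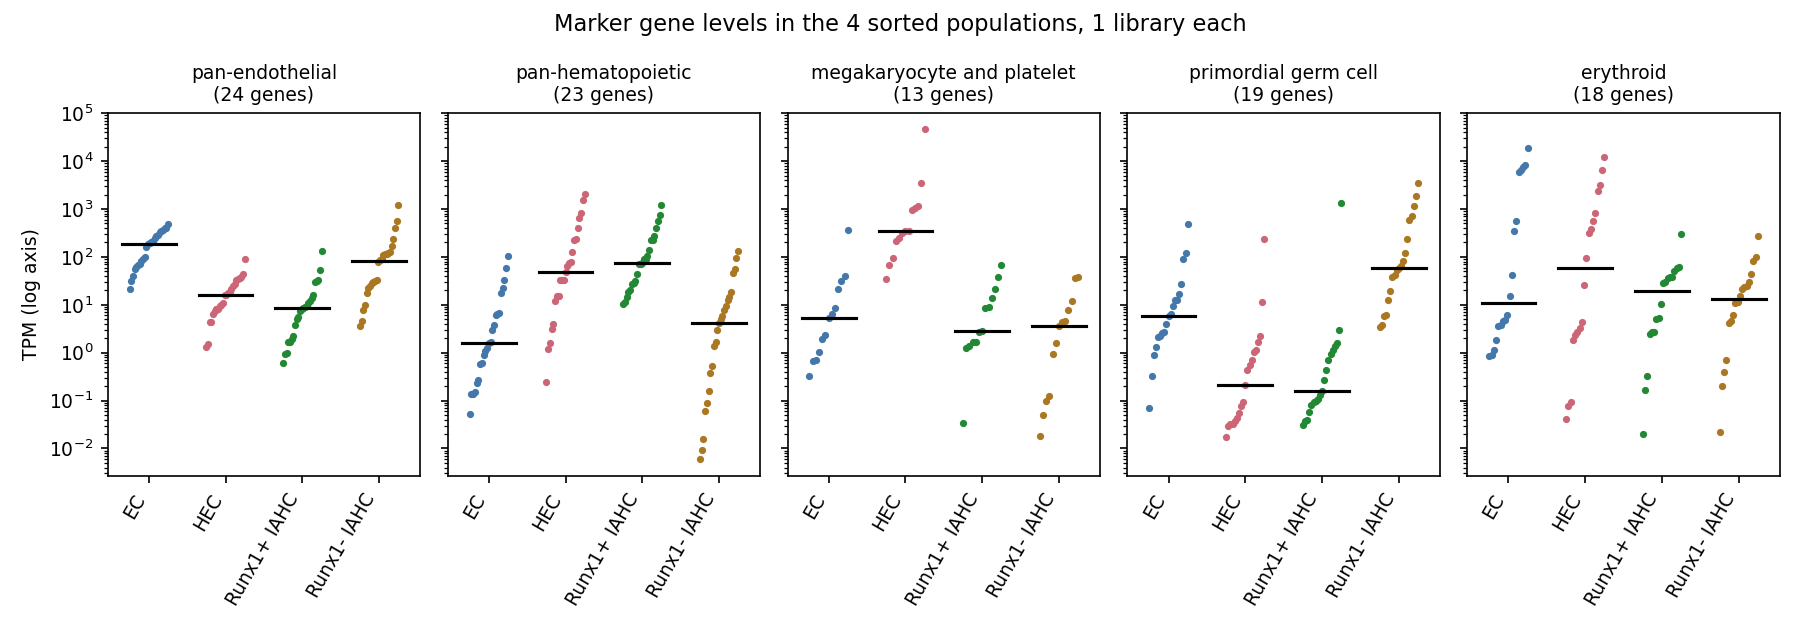
Levels of the genes of 5 marker lists in the 4 libraries, in TPM on a log axis. Each point is 1 gene, ordered by level within a library, and black lines are medians. The megakaryocyte and platelet list has its highest median in HECs and the primordial germ cell list in Runx1- IAHCs.

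HECs were compared with ECs to describe the Runx1+ part of the ckit-CD45- endothelium. Hematopoietic genes were higher and endothelial genes lower in HECs, and genes of megakaryocytes and platelets were the most abundant of the higher ones. In pooled cells, lower expression of endothelial genes cannot be told apart from a lower share of endothelial cells in the HEC library. Pf4 (ENSMUSG00000029373, chromosome 5, 90772435 to 90773383), a platelet chemokine, was at 45657 TPM in HECs and 360 TPM in ECs, 127-fold higher (122 to 132). Of 13 megakaryocyte and platelet genes, 12 were at least 4-fold higher and 0 lower, with a median log2 difference of 6.76, above all matched random lists (percentile 100). Ppbp, another platelet chemokine, was at 3494 TPM and Gp9 at 1053 TPM in HECs.

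Of 18 pan-hematopoietic genes compared, 16 were at least 4-fold higher in HECs and 1 was lower (median 4.48, percentile 100). The exception was Lcp1, 4.74-fold lower at 12.2 TPM. Fcer1g, an Fc receptor adaptor, was 114-fold higher (96.3 to 137) and Plek, a protein kinase C substrate of platelets, was 129-fold higher (114 to 147). All 6 granulocyte and monocyte progenitor genes compared were at least 4-fold higher (median 6.33, percentile 100), with the granule enzyme Mpo at 170 TPM in HECs and 0.658 TPM in ECs. Of 3 macrophage genes, 2 were at least 4-fold higher and 1 lower (median 4.36, percentile 99.8), but their mean, 2.45, did not stand apart. With no minimum level the median was -0.0072, which still lay above most matched random lists (percentile 99.5). Hemogenic and HSPC transcription factors went both ways: 7 of 17 were at least 4-fold higher and 4 lower (median 0.56, percentile 90.4), and the list stood apart with a minimum of 1 TPM (median 0.80, percentile 99.9) and by its mean (1.11). Gfi1b (246 TPM) and Nfe2 (238 TPM), which act in the megakaryocyte and erythroid lineages, were 211-fold (133 to 356) and 375-fold (231 to 657) higher, whereas Erg was 30.9-fold (20.6 to 48.7) and Cbfb 6.72-fold (5.98 to 7.58) lower. Gfi1, a repressor of endothelial genes in EHT, was at 1.26 TPM in HECs, and Myb was at 2.37 TPM. EHT and HSPC surface genes were higher as a list (4 of 8, with 1 lower; median 2.86, percentile 100, but a median of 0.97 with scaling by median ratios and 5.99 at a minimum of 50 TPM), with Itga2b (CD41) at 215 TPM, whereas Cd34 was 16.6-fold lower (15.6 to 17.6). HSC-associated genes were lower as a list, with 8 of 13 at least 4-fold lower and 1 higher (median -2.56, percentile 0.01), but they did not stand apart at a minimum of 50 TPM (median -0.68, percentile 17).

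Of 24 pan-endothelial genes, 20 were at least 4-fold lower in HECs (median -3.46, percentile 0). Cdh5 (VE-cadherin) was at 18.6 TPM against 401 TPM, 21.6-fold lower (20.1 to 23.2), and Emcn was 41.7-fold lower (38.3 to 45.5). All 14 arterial genes and all 7 venous and lymphatic genes compared were at least 4-fold lower (medians -2.90 and -4.81, both at percentile 0.0). The venous gene Aplnr, an apelin receptor, had no read in HECs and was at least 1863-fold lower. The 3 SoxF transcription factors were each at least 4-fold lower (median -3.71, percentile 0.1). Ligands and receptors of the PDGF, TGF-beta, BMP and endothelin pathways were at least 4-fold lower for 10 of 11 genes (median -3.18, percentile 0.015), but did not stand apart at a minimum of 50 TPM (percentile 4.56). The germ cell genes that ECs contained were lower in HECs for 6 of 7 genes, with Ifitm1 the exception (median -3.51, percentile 0.2; median -1.76 with no minimum level and -5.32 at a minimum of 50 TPM). Erythroid genes did not stand apart (2 of 11 higher and 2 lower, median 0.14, percentile 68.6), but were lower at a minimum of 1 TPM (median -0.66, percentile 1.13). They were higher with scaling without mitochondrial, ribosomal protein and hemoglobin genes (median 1.75, percentile 98.9). That setting also takes the globin genes out of the list.

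By size, the genes most above ECs were Stfa1, Prg2, Rgs18, Ly6g6f, F2rl2 and S100a9, each at 305 to 771 TPM in HECs. Prg2 and Ly6g6f had no read in ECs. Prg2 and S100a9 are granule or cytosolic proteins of granulocytes, and F2rl2 is a thrombin receptor. The genes furthest below were Aplnr, Prl3b1, Dppa3, Tcim, Kcne3 and Plagl1, the last at 374 TPM in ECs and 5.33 TPM in HECs. Ly6g6f, Mpig6b, Pf4, Gp1ba and Ppbp were furthest above the other 3 libraries. In all, 691 genes were at least 4-fold higher and 720 at least 4-fold lower in HECs, of 7793 compared. With a minimum of 50 TPM the counts were 339 and 189. With a pseudocount of 5 they were 444 and 348, and the medians of venous, germ cell, HSC-associated and macrophage genes were -3.09, -1.96, -1.58 and 2.53.

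The 2 IAHC populations were compared to describe how ckit+ cells with and without Runx1 differ. Runx1+ IAHCs had higher hematopoietic genes, and Runx1- IAHCs had higher endothelial genes together with genes of primordial germ cells. Of 23 pan-hematopoietic genes, 18 were at least 4-fold higher in Runx1+ IAHCs and 0 lower (median 3.63, percentile 100). Tyrobp, an immune signalling adaptor, was at 734 TPM and had no read in Runx1- IAHCs, at least 1514-fold higher, and Mpo was at 494 TPM in Runx1+ IAHCs with 2 reads in Runx1- IAHCs. All 7 granulocyte and monocyte progenitor genes were at least 4-fold higher (median 5.68, percentile 100; median 3.67 at a minimum of 1 TPM), as were all 3 macrophage genes (median 3.81, percentile 97.9), although these did not stand apart with scaling by median ratios (median 3.70, percentile 97.2). Hemogenic and HSPC transcription factors were at least 4-fold higher for 9 of 21 genes, with 1 lower (median 1.88, percentile 100). Ikzf1 was 23.9-fold higher (20.4 to 28.2), Spi1 37.5-fold higher (26.9 to 54.1) and Gfi1 at least 92.3-fold higher. Of the EHT and HSPC surface genes, 7 of 12 were higher and 0 lower by that rule (median 2.30, percentile 100).

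Genes that the study had singled out in these libraries were also examined, and are not independent evidence of direction. Adgrg1, Cd44 and Myb, 3 of the 4 genes described as mainly in Runx1+ IAHCs, reached 10 TPM and were each at least 4-fold higher there, by 4.69-fold (4.37 to 5.03), 19.2-fold (16.9 to 21.9) and 9.60-fold (8.51 to 10.9). Cd34 was at 134 TPM in Runx1+ and 125 TPM in Runx1- IAHCs, a ratio of 1.07 (1.04 to 1.11). Of the other genes described in both, Gata2 was 1.64-fold, Lmo2 3.74-fold and Etv6 2.87-fold higher in Runx1+ IAHCs, and Egfl7 was 4.34-fold lower. Of the 5 genes described in Runx1- IAHCs, Gata2 among them, Tek, Kdr, Eng and Esam were each at least 4-fold lower in Runx1+ IAHCs, with Kdr at 1.92 TPM against 89.1 TPM in Runx1- IAHCs.

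Of 20 pan-endothelial genes, 15 were at least 4-fold lower in Runx1+ IAHCs and 0 higher (median -3.25, percentile 0). Cldn5, a tight junction protein, was at 8.68 TPM against 1196 TPM, 139-fold lower (116 to 167). The 3 SoxF genes were lower (median -3.26, percentile 0.9), with Sox17 498-fold lower (262 to 1089). Of 15 primordial germ cell genes compared, 14 were at least 4-fold lower in Runx1+ IAHCs, with Ifitm1 the exception (median -5.58, percentile 0). Dppa5a (chromosome 9, 78367052 to 78368177) was at 3428 TPM and Dppa3 (chromosome 6, 122626410 to 122630272) at 1866 TPM in Runx1- IAHCs, and neither had a read in Runx1+ IAHCs. They were at least 7203-fold and 5650-fold lower. Rhox6 (715 TPM), Utf1 (584 TPM) and the pluripotency factors Nanog (65.5 TPM) and Pou5f1 (52.4 TPM) were also higher in Runx1- IAHCs. Germ cells of this stage carry both CD31 and ckit, the markers of the IAHC gate. S phase genes were lower in Runx1+ IAHCs as a list (median -1.02, percentile 1.6), although 1 of 19 passed the 4-fold rule, and this list did not stand apart with a minimum of 50 TPM or by its mean. G2 and M phase genes were not apart (median -0.52, percentile 26.8).

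The largest differences towards Runx1+ IAHCs were those of Tyrobp, Mpo, Fcer1g, Trbc2, Cd52 and Stfa1. Trbc2, a T cell receptor constant segment, was at 278 TPM and had no read in Runx1- IAHCs. Those towards Runx1- IAHCs were Dppa5a, Dppa3, Rhox6, Utf1, Mest and Dppa5c, of which Mest, an imprinted gene, was at 1152 TPM. In all, 489 genes were at least 4-fold higher and 1524 lower in Runx1+ IAHCs, of 8726 compared, and the median difference of all genes was -0.53. With a minimum of 50 TPM the counts were 170 and 540. With a pseudocount of 5 they were 258 and 797, and the germ cell median was -3.63.

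Runx1+ IAHCs were compared with HECs, the 2 Runx1+ gates. The HEC gate excluded ckit and CD45, whereas the Runx1+ IAHC gate required ckit and had no gate on CD45. The differences of Kit and Ptprc were therefore set at least in part by the sort. The same gates admit or exclude CD45+ and ckit+ blood cells. Differences of other hematopoietic genes and lists below therefore cannot be told apart from the gating. Ptprc belongs to the pan-hematopoietic list and Kit to the EHT and HSPC surface list. Megakaryocyte and platelet genes were lower in Runx1+ IAHCs, for all 13 genes (median -6.13, percentile 0), with Pf4 at 67.1 TPM, 681-fold lower (624 to 746). Erythroid genes were at least 4-fold lower for 9 of 11, with 1 higher (median -3.41, percentile 0), among them Hba-a1 at 61.7 TPM against 11959 TPM. With scaling without mitochondrial, ribosomal protein and hemoglobin genes, which takes the globin genes out of the list, the erythroid median was -1.43. The 1 higher gene was Klf1, an erythroid transcription factor, at 35.4 TPM against 3.25 TPM. Pan-hematopoietic genes were higher as a list (7 of 23, with 2 lower; median 0.99, percentile 100), as were granulocyte and monocyte progenitor genes (1 of 7; median 1.27, percentile 100), EHT and HSPC surface genes (6 of 12, with 3 lower; median 1.92, percentile 100) and HSC-associated genes (5 of 11, with 3 lower; median 1.99, percentile 100). With a minimum of 50 TPM, pan-hematopoietic genes (median 0.54, percentile 95.1), EHT and HSPC surface genes (median -0.38) and HSC-associated genes (median 0.11) did not stand apart. With scaling by median ratios the HSC-associated median was -0.11 and the pan-hematopoietic one 0.43. HSC-associated genes did not stand apart with scaling without mitochondrial, ribosomal protein and hemoglobin genes either (median 0.54, percentile 85.2), and by their means, 0.64 and 0.73, surface and HSC-associated genes did not stand apart. Ikzf1 was 18.3-fold (16.1 to 21), Myb 14.2-fold (12.3 to 16.3), Hlf 10.1-fold (7.91 to 13) and Ptprc 47.5-fold (35.5 to 65.1) higher. Gata1 (8.34-fold) and Gfi1b (8.86-fold) were lower, and hemogenic and HSPC transcription factors as a list were not apart (median 0.27, percentile 69.2), but were higher at a minimum of 1 TPM (median 0.58, percentile 99.1) and lower at 50 TPM (median -1.11, percentile 1.73). S phase genes were slightly higher, with 0 of 17 past the 4-fold rule (median 0.86, percentile 100).

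Pan-endothelial genes were lower still in Runx1+ IAHCs than in HECs (4 of 16, with Cd34 the 1 higher; median -0.83, percentile 0.2), but at 50 TPM or more the median was 0.48, and the mean, -0.73, did not stand apart. Cd34 was 8.32-fold higher (7.84 to 8.83). The largest differences upwards were Trbc2, Lsp1, Cpa3, Hmga2, Cd34 and H2afy, and downwards Ppbp, Pf4, Alox12, Ly6g6f, Hba-a1 and Hba-a2. Trbc2, Cpa3, Lsp1, Ly6e and Dnmt3b were furthest above the other 3 libraries in Runx1+ IAHCs. Cpa3 is a mast cell protease and Lsp1 a leukocyte actin-binding protein. In all, 203 genes were at least 4-fold higher and 453 lower, of 7279 compared, fewer than in the other 3 comparisons. With a pseudocount of 5 they were 64 and 280, and with a minimum of 50 TPM 45 and 201.

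Runx1- IAHCs were compared with ECs, the 2 gates without Runx1. Germ cell genes were higher and globin genes lower in Runx1- IAHCs, and endothelial genes were lower to differing degrees. Of 15 germ cell genes, 12 were at least 4-fold higher and 0 lower (median 3.90, percentile 100), with Dppa3 15.7-fold (14.7 to 16.9), Utf1 35.3-fold (30.3 to 41.4), Nanog 29.4-fold (21.7 to 41.0) and Pou5f1 20.7-fold (15.5 to 28.2) higher. Dppa5a was already at 490 TPM in ECs. S phase genes were higher (8 of 19; median 1.92, percentile 99.9), with Mcm6 at 369 TPM against 49.7 TPM, and so were glycolysis genes (5 of 12; median 1.77, percentile 99.5), with Pfkl at 191 TPM against 6.18 TPM. The median difference of all genes was 0.71.

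Of 24 pan-endothelial genes, 7 were at least 4-fold lower and 0 higher (median -1.24, percentile 0.0). Cdh5 was at 31.1 TPM against 401 TPM, 12.9-fold lower (12.2 to 13.7), whereas Cldn5 was 3.37-fold (3.25 to 3.48) and Plvap 1.16-fold (1.13 to 1.20) higher. Arterial genes were at least 4-fold lower for 8 of 14 (median -2.43, percentile 0). The gap junction genes Gja4 (217 TPM in ECs) and Gja5 (65.6 TPM) had no read in Runx1- IAHCs. By the floor they were at least 1131-fold and 1165-fold lower, which covers counting error only in the library with the fewest cells. Sox17 was 3.87-fold higher (3.61 to 4.16). None of 7 venous and lymphatic genes was 4-fold apart, although the list stood apart (median -0.96, percentile 0.4; median -1.57 with scaling by median ratios). Aplnr was at 166 TPM against 145 TPM and Flt4 at 29.1 TPM against 45.6 TPM. The SoxF genes were not 4-fold apart, and went both ways (0 of 3; median -1.31, percentile 2.3), and by their mean, -0.38, they did not stand apart. Pan-hematopoietic genes did not stand apart (median 0.39, percentile 25.6).

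Among the genes furthest above ECs were Gstm3, Tdh, Alpl, Sox15 and Tcl1, which were also furthest above the other 3 libraries. Alpl, an alkaline phosphatase used to stain germ cells, was at 123 TPM, 126-fold higher (89.9 to 184). Those furthest below were Hba-x, Hbb-y, Hba-a2, Hba-a1, Gja4 and Hbb-bh1. Erythroid genes were at least 4-fold lower for 7 of 12, all of them globin genes, and Klf1 and Gata1 were higher (median -2.85, percentile 0). With scaling without mitochondrial, ribosomal protein and hemoglobin genes, which takes the globin genes out of the list, the median of the 5 genes left was 1.29 and did not stand apart (percentile 78.7), and at a minimum of 50 TPM the median was -6.43. Globin genes took 5.04% of TPM in ECs, 2.71% in HECs, 0.0575% in Runx1+ IAHCs and 0.0505% in Runx1- IAHCs, with Hbb-y, an embryonic globin, at 19127 TPM in ECs. In all, 1867 genes were at least 4-fold higher and 571 lower in Runx1- IAHCs, of 8936 compared, so that 76.6% of them were higher. With scaling by median ratios the counts were 1156 and 1058 (52.2% higher), and with a minimum of 50 TPM 890 and 154.

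**Figure D2:**
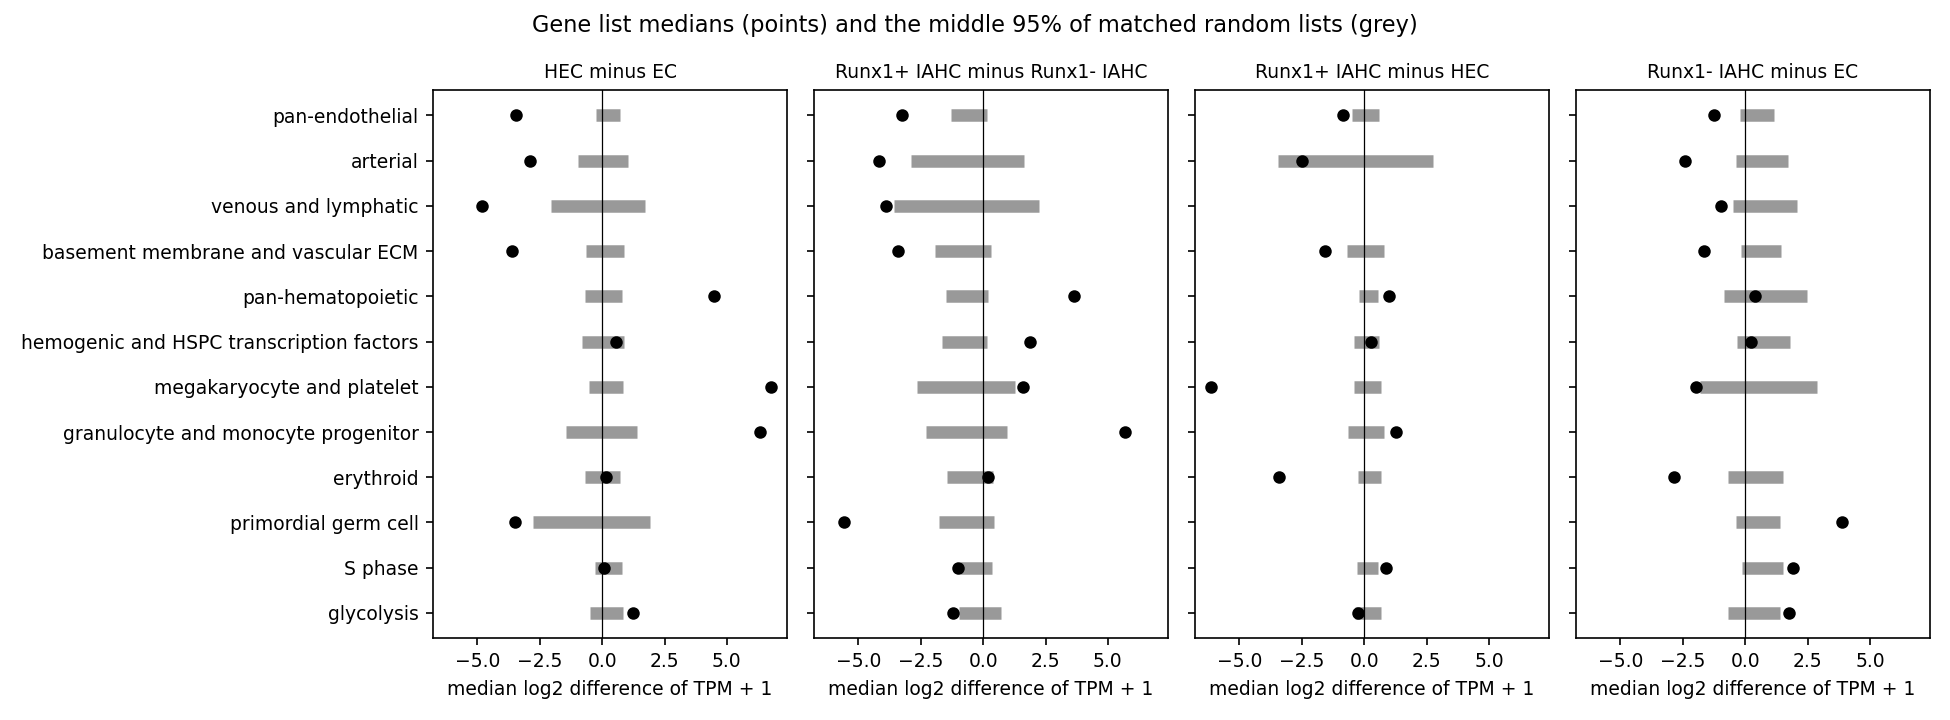
Median difference of log2(TPM + 1) of 12 gene lists in the 4 comparisons, as points, with the middle 95% of 10000 matched random lists in grey. Lists with fewer than 3 genes in a comparison have no point. The point of the megakaryocyte and platelet list lies at 6.76 in HEC minus EC and that of the germ cell list at 3.90 in Runx1- IAHC minus EC.

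Vascular extracellular matrix (ECM) genes were examined across the 4 populations, since the study followed their expression in ECs. Of 27 basement membrane and vascular ECM genes, 21 were highest in ECs. Sparc was at 645 TPM in ECs, 219 TPM in Runx1- IAHCs, 40.3 TPM in HECs and 12.8 TPM in Runx1+ IAHCs. The collagen IV genes Col4a1 and Col4a2 were at 244 TPM and 278 TPM in ECs, against 35.1 TPM and 19.6 TPM in Runx1- IAHCs. The exceptions were Thbs1, a protein of platelet granules at 1098 TPM in HECs, Ecm1, also highest in HECs, and Serpinh1, Nid2, Lamb1 and Tinagl1, highest in Runx1- IAHCs. Serpinh1, a collagen chaperone, was at 601 TPM there against 267 TPM in ECs. As a list, these genes were lower than in ECs in HECs (17 of 21 at least 4-fold, with 1 higher; median -3.61, percentile 0) and in Runx1- IAHCs (9 of 21; median -1.66, percentile 0.0). They were also lower in Runx1+ than in Runx1- IAHCs (12 of 15; median -3.41, percentile 0) and than in HECs (2 of 9; median -1.58, percentile 0.1). With a pseudocount of 5 the median was -2.38 in HECs against ECs and -1.97 in Runx1+ against Runx1- IAHCs, where it was -5.31 at a minimum of 50 TPM. The 8 ECM genes named by the study were each highest in ECs. The study had already described most of its endothelial ECM genes as high in ECs in these populations, so this is not independent evidence.

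**Figure D3:**
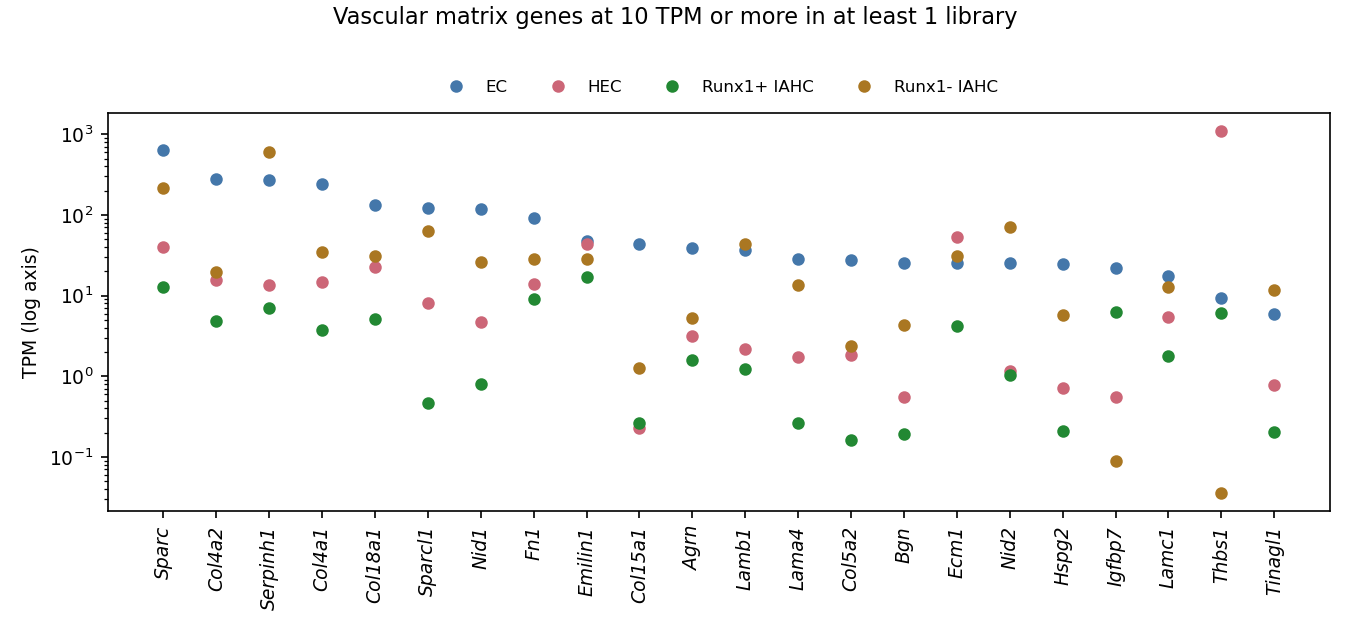
Levels of the 22 basement membrane and vascular ECM genes at 10 TPM or more in at least 1 library, in TPM on a log axis, ordered by their level in ECs. Each point is 1 library. Sparc is highest in ECs at 645 TPM, and Thbs1 in HECs at 1098 TPM.

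Markers of other cells of the region were summed per list. Erythroid genes summed to 48582 TPM in ECs, 26293 TPM in HECs, 674 TPM in Runx1+ IAHCs and 660 TPM in Runx1- IAHCs. Granulocyte and monocyte progenitor genes summed to 6.43, 757, 1895 and 34.5 TPM in the same order. Macrophage genes summed to 28.4, 328, 152 and 17.1 TPM in that order. Megakaryocyte and platelet genes summed to 53992 TPM in HECs, 480 TPM in ECs, 169 TPM in Runx1+ IAHCs and 110 TPM in Runx1- IAHCs. Germ cell genes summed to 8477 TPM in Runx1- IAHCs, 1352 TPM in Runx1+ IAHCs, 807 TPM in ECs and 258 TPM in HECs. In Runx1+ IAHCs, 1342 TPM of that sum came from Ifitm1, an interferon-induced gene. Pericyte, smooth muscle and mesenchymal genes summed to 70.01 TPM or less in each library, sclerotome genes to 27.9 TPM or less and skeletal muscle progenitor genes to 10.8 TPM or less. Sympathetic nervous system genes summed to 80.3 TPM in ECs, and epithelial, mesonephric and coelomic genes to 118 TPM in Runx1- IAHCs, where Epcam, also a germ cell marker, made up 104 TPM.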

Values the study reported

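The study reported that 243 Runx1(GFP)+ and 27 Runx1(GFP)- IAHCs were purified for bulk sequencing, together with 5822 ECs and 248 HEC/EHT cells. By its methods only a part of the cell lysate went into cDNA.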

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

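With 1 library per population, the difference between contrasts was not tested. The lists and both contrasts were planned, and setting the contrasts side by side was chosen after the lists' values were seen. In 3 gene lists the difference between the Runx1+ and the Runx1- library went opposite ways in the ckit- and the ckit+ populations, and each list stood apart from matched random lists in both. Glycolysis genes had a median log2 difference of 1.23 in HEC minus EC and -1.23 in Runx1+ minus Runx1- IAHC. Mitochondrially encoded genes had medians of -0.85 and 0.80, and ribosomal protein genes of -0.23 and 1.01. The median of glycolysis genes in HEC minus EC did not stand apart by its mean, at 0.95, nor did that of mitochondrial genes in Runx1+ minus Runx1- IAHC at a minimum of 50 TPM, at 0.73. Markers of other cells moved in the same libraries, with megakaryocyte and platelet genes at a sum of 53992 TPM in HECs against 480 TPM in ECs and germ cell genes at 8477 TPM in Runx1- against 1352 TPM in Runx1+ IAHCs. The sum of mitochondrial genes was 49657 TPM in Runx1+ and 46951 TPM in Runx1- IAHCs, and mt-Cytb went against the list, 3.08-fold lower in Runx1+ IAHCs. Mitochondrial genes share reads with nuclear copies.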

How the results depend on the processing

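No paired analysis was possible because each population has 1 library. Of 1137 alternatives over 127 results, 1023 were the same, 44 weaker, 26 stronger, 14 reversed and 30 moved. Of these, 41 weaker and 24 stronger ones concern lists not led with. A list that stood apart was the same when it kept direction and side of the threshold. A list that did not stand apart was the same when it still did not. Counts were the same within a set ratio of the main count. Moved was used only for counts and for correlations of library pairs. Where no reason is given, the cause was not tested.

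Counts of genes at least 4-fold higher and lower change with a pseudocount of 5 or the minimum level by construction, through low genes. With a pseudocount of 5 they were 444 and 348 (HEC minus EC), 258 and 797 (Runx1+ minus Runx1- IAHC), 64 and 280 (Runx1+ IAHC minus HEC) and 1088 and 218 (Runx1- IAHC minus EC). At a minimum of 50 TPM they were 339 and 189, 170 and 540, 45 and 201, and 890 and 154 in that order. At 1 TPM and with no minimum, 1274 genes were lower in HEC minus EC, 867 higher in Runx1+ minus Runx1- IAHC, 361 higher in Runx1+ IAHC minus HEC and 1122 lower in Runx1- IAHC minus EC. With median ratio scaling, 1156 were higher and 1058 lower in Runx1- IAHC minus EC.

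In HEC minus EC, the erythroid median was -0.66 at a minimum of 1 TPM and -0.75 with none. The macrophage median was -0.0072 with none (percentile 99.5). The genes named by the study in both IAHC populations had a median of -2.32 at 50 TPM and a mean of -0.98, and inflammatory genes a median of 0.11 at 50 TPM. In Runx1+ minus Runx1- IAHC, the S phase median was -0.82 at 50 TPM and the mean -0.87. In Runx1+ IAHC minus HEC, the hemogenic transcription factor median was 0.58 at 1 TPM, -1.11 at 50 TPM and 0.59 with scaling without mitochondrial, ribosomal protein and hemoglobin genes. The pan-endothelial median was 0.48 at 50 TPM and the mean -0.73. Medians of PDGF, TGF-beta, BMP and endothelin genes were -0.49 at 1 TPM and -0.23 with no minimum, of macrophage genes 1.28 at 1 TPM, of EHT and HSPC surface genes -0.38 at 50 TPM and of HSC-associated genes -0.11 with median ratio scaling. In Runx1- IAHC minus EC, the erythroid median was 1.29 with scaling without mitochondrial, ribosomal protein and hemoglobin genes, which also takes the last out of the list.

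The order of the 6 library pairs by Pearson r moved at a pseudocount of 0.1 (EC and Runx1- IAHC 0.65, Runx1+ and Runx1- IAHC 0.61) and over genes with a read in all 4 libraries (EC and Runx1- IAHC 0.67, HEC and Runx1- IAHC 0.68).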

Other observations

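A list of 23 imprinted genes, written after Mest and Plagl1 had been seen among the largest differences, was lower in HECs than in ECs and in Runx1+ than in Runx1- IAHCs. Imprinted genes are expressed from 1 parental copy and many regulate growth. The values of the list are given without these 2 genes, as an alternative chosen after the data were seen. In HEC minus EC, 9 of 11 genes compared were at least 4-fold lower and 0 higher (median -3.19, percentile 0). In Runx1+ minus Runx1- IAHC, 5 of 10 were at least 4-fold lower and 0 higher (median -2.37, percentile 0.01). Megakaryocyte and germ cell genes moved in the same libraries, as given above, and whether cell composition accounts for the imprinted genes was not tested. In Runx1- IAHC minus EC the list went both ways, with 5 of 11 genes higher and 6 lower, and 2 at least 4-fold apart in each direction. Its median still stood apart below matched random lists (median -0.71, percentile 1.00). The list did not stand apart in Runx1+ IAHC minus HEC (median 0.35, percentile 72.2). Igf2, a fetal growth factor, was at 979 TPM in ECs, 195 TPM in Runx1- IAHCs, 120 TPM in Runx1+ IAHCs and 90.4 TPM in HECs. Runx1- IAHCs had the highest levels of Mest, Phlda2 (448 TPM) and Snrpn (238 TPM).

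Among single genes of Runx1+ IAHCs, Flt3, a receptor of early lymphoid and myeloid progenitors, was at 19.7 TPM and at least 376-fold higher than in Runx1- IAHCs, and Rag2, a lymphoid recombinase gene, was at 4.02 TPM. Rag2 lay under the minimum of 10 TPM. The lymphoid list had 2 genes compared, 1 at least 4-fold higher and 1 at least 4-fold lower in Runx1+ IAHCs, too few to be placed. Its sum was 31.5 TPM in Runx1+ and 75.2 TPM in Runx1- IAHCs, with 1 gene at 10 TPM or more in each. Its median level was 0.439 TPM and 0.0507 TPM in that order, so the list as a whole gave no clear direction.

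Of the tests that follow, the 2 that look for germ cells and for megakaryocytes by second marker lists were written before their values were seen, and the others after. The second lists overlap with genes named above, Alpl and Tcl1 in the germ cell list and F2rl2, Rgs18 and Alox12 in the megakaryocyte list. Values without these genes were not computed. The first pattern was the germ cell genes of the Runx1- IAHC library, of which 0 of 19 belong to another list. RNA of lysed germ cells spread evenly would be at like levels in all libraries, but the 10 most abundant genes of the list were lower by a median of 20.9-fold in the nearest library (ECs), although Ifitm1 was higher in Runx1+ IAHCs. A second list of 22 germ cell genes, none of them in the first, had 12 genes at 10 TPM or more, all higher than in Runx1+ IAHCs (median log2 difference 4.78, percentile 100), whereas uneven amplification in a library from few cells would not follow gene function. Among them were Rhox5 at 1356 TPM, Dppa4 at 144 TPM and Tcl1, already named above, at 216 TPM. This is consistent with germ cells among the sorted Runx1- IAHCs. Germ cell genes in the cluster cells themselves cannot be told apart from it in pooled cells, since pan-endothelial genes lay at a median of 41.9% of their EC level, between bounds set after that value was known.

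The second pattern was the megakaryocyte genes of the HEC library, where 3 of the 13 listed genes, Itga2b and Vwf among them, belong to other lists of blood or endothelial genes too. RNA of lysed platelets spread evenly would be at like levels in all libraries, but the 10 most abundant genes were lower by a median of 103-fold in the nearest library (Runx1+ IAHCs). A second list of 22 megakaryocyte genes had 18 of 20 genes higher than in ECs, 16 of them at least 4-fold. Its median log2 difference was 4.53 (percentile 100). Among the higher genes were F2rl2 at 771 TPM and Rgs18 at 606 TPM, both already named above. The 2 exceptions were Gng11 at 430 TPM against 1040 TPM and Itga2 at 3.74 TPM against 18.2 TPM in ECs. This is consistent with megakaryocytes or platelets among the sorted HECs, but the gate excluded ckit and CD45, and Kit was at 1.08 TPM and Ptprc at 0.246 TPM in HECs, so such cells would have to carry little of either. Expression by hemogenic endothelial cells themselves cannot be told apart from it, since pan-endothelial genes lay at a median of 8.46% of their EC level, again between bounds set after the value was known.

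The third pattern was the lower median of arterial than of venous genes in Runx1- IAHCs against ECs. Transcripts missed at random would strike other genes alike, and 3 of 11 arterial genes at 20 TPM or more in ECs were at under 10% of their EC level, against 2.32% of all 4229 such genes, a share at percentile 99.96 of matched random lists. As the share rests on 3 genes that show the pattern, random loss was not excluded. A lower share of endothelial cells would lower both lists alike, and the gap of 1.46 between their medians lay at percentile 95.6 of random pairs, inside the middle 95%, so this was not excluded. Whether the endothelial-like cells of this gate may be of venous character was not decided, since venous genes lay at a median of 50.5% of their EC level, between bounds set after that value was known.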
